A study of Mus musculus with 4 samples. Its data were reported in "Colitis-induced upregulation of tumor necrosis factor receptor-2 (TNFR2) terminates epithelial regenerative signaling to restore homeostasis" (2023).

How the data were processed

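Single-cell RNA was measured in mouse colonic organoids, which are epithelial cultures grown in a gel from pieces of the distal colon. The donors were wildtype mice and Tnfr2-/- mice, which lack TNF receptor 2, the product of Tnfrsf1b, and were 16 weeks old per the labels. Per the labels, some cultures received tumor necrosis factor (TNF) at 20 ng/ml from day 1 to day 6 after passage 5. All cultures were dissociated on day 7 after passage, depleted of apoptotic cells and made into 3' libraries on the 10x Chromium platform. The 4 groups (wildtype untreated, wildtype TNF, Tnfr2-/- untreated and Tnfr2-/- TNF) had 1 library each, so there were no replicates. The libraries were matched to the groups through the genotype and treatment that the deposited cell table gives for every cell of a library number.

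The deposited matrix holds the count of unique molecular identifiers (UMIs) per gene and cell, as whole numbers, for 30360 genes and 6155 cells with 32118086 nonzero values. Per the paper, the authors made these counts with Cell Ranger, loaded them in monocle3, removed cells with fewer than 100 UMIs and removed doublets of epithelial and mesenchymal cells. The Cell Ranger version, the aligner, the genome build and the annotation release were not given in the sources used here. The lowest cell held 894 UMIs. The deposited size factor, a score per cell, was proportional to the cell's UMI total (divided by about 6242 in every cell) and was not used further. The deposited classes came from the authors' Leiden clustering in monocle3 and were used as given: 7 epithelial classes (3 progenitor, 1 absorptive, 3 secretory) and 4 mesenchymal classes. The 35 cells without a class entered the values over all cells of a library and the new clusterings, and no deposited class. The 2 columns of plotting coordinates per cell were not used here. Gene symbols came from the deposited gene table, in which 67 genes shared a symbol with another gene. Positions came from GENCODE M21 (GRCm38) by Ensembl identifier, which matched 30317 identifiers and missed 43.

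UMIs were summed over the cells of a class or of all epithelial classes in each library and divided by the total of the same cells and scaled in the usual way to CPM. Differences are log2 of (CPM + 1) in one library minus that in another, as Tnfr2-/- minus wildtype within each treatment and as TNF minus untreated within each genotype, which makes 4 comparisons. Genes were counted as changed where the difference was at least 2-fold in the same direction in both pairs of a comparison. They had to reach 20 CPM in at least 1 library of each pair. With 1 library per group no test between groups was made and no p-value is given. Sums carry exact Poisson intervals and shares carry exact Clopper-Pearson intervals at 95%. These intervals cover counting error only, not the spread between cultures or mice. Where a sum or share was 0, the limit given is 3 counts. Cells and genes were not treated as replicates.

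The share of cells with a UMI of a gene was taken after thinning each cell at random to 5000 UMIs, which left out 405 shallower cells, and again without thinning. Mesenchymal cells served as the type for comparison, although they were no clean background for Ly6a, Clu and Tgfb1. Doublets were scored with scrublet within each library at an expected rate of 0.06, which called 49 cells (0.796%), 25 of them among the cells without a class. New clusters came from scanpy (2000 variable genes, 50 principal components, 15 neighbours, Leiden resolution 1, and 0.5 as an alternative) and were named by marker genes.

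The 20 gene lists were written down before the data were examined, as were the comparisons, thresholds, markers and most alternatives. Lists of cell types and of the fetal intestine were reference lists given by the study. Lists of modules came from the study's bulk RNA-seq, which used other libraries. The other 6 were general lists of TNF and NF-kB targets, interferon targets, proliferation, YAP targets, dissociation stress and sex-linked genes. For each list the median log2 difference over genes at 5 CPM or more in the mean of the libraries was placed among 10000 random lists of the same size. The random lists were matched on mean expression in 20 bins, drawn with replacement. A percentile describes these libraries and is no test between groups.

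The genes named in the text followed a rule set beforehand. It took 27 fixed genes, the 5 largest rises and the 5 largest falls for genotype and for TNF by the smaller difference of the 2 pairs, and the 3 genes at each end of the difference between the TNF effects of the genotypes. Genes outside the rule are class markers or were chosen after their values were seen, which is said where they appear. On simulated data with 200 of 5397 genes changed, the counting recovered 189 (94.5%) with 0 false calls, and 95% of random lists lay in the central 95%. The simulated changes were well above the 2-fold limit, and counting error was the only noise. The simulation therefore checks the counting alone and cannot show false calls from the spread between cultures or from composition.

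Alternatives were pseudocounts of 0.1 and 10 CPM, TMM factors, median-of-ratios size factors, the mean over cells, no expression minimum, totals without mitochondrial and ribosomal protein genes, and clusters weighted equally. Others kept cells with at least 2000 UMIs, cells up to 20% mitochondrial UMIs or cells not called doublets, or took other clusterings and other list settings. Equal weighting used Progenitor.1 and Progenitor.2, which alone held at least 20 cells in every library. Those added after the data were examined took Progenitor.1 or Progenitor.2 alone, left out chromosomes 2, 19, X and Y, left out cells with Y-linked transcripts, left out the secretory Reg4-Ang4 class with Progenitor.3, or used the resolution of 0.5. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-image 0.26.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for TMM.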

Results

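RNA of single cells was counted in colonic organoid cultures from wildtype and Tnfr2-/- mice, grown without or with TNF (tumor necrosis factor). The 4 libraries held 2589 cells (wildtype untreated), 1469 cells (wildtype TNF), 1117 cells (Tnfr2-/- untreated) and 980 cells (Tnfr2-/- TNF). Where 4 values follow one another below, they are in this order, and genotype differences are given for the untreated pair and then for the TNF pair. The UMI totals were 87228093, 56063515, 53178273 and 44547639. The median cell held 26293, 35398, 39112 and 37506.5 UMIs from 5106, 5586, 5779 and 5417.5 genes. The median mitochondrial share of UMIs was 3.28%, 3.49%, 4.41% and 5.66%. Epithelial cells numbered 1128, 1163, 1023 and 858 and held 50330964, 41354595, 50648198 and 39776200 UMIs. Every difference below is between single cultures.

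The deleted gene came first. Tnfrsf1b (ENSMUSG00000028599; chromosome 4, 145213463 to 145246870, minus strand, GENCODE M21 on GRCm38) was not absent from the Tnfr2-/- libraries. Over all cells it had 851, 783, 109 and 338 UMIs, or 9.76 (9.11 to 10.4), 14 (13 to 15.0), 2.05 (1.68 to 2.47) and 7.59 (6.80 to 8.44) CPM. The log2 difference between genotypes was -1.82 untreated and -0.80 with TNF. The epithelial sums were 4.17 (3.63 to 4.78), 12.1 (11.1 to 13.2), 1.82 (1.46 to 2.23) and 6.89 (6.10 to 7.75) CPM, with log2 differences of -0.88 and -0.73. Within Progenitor.1 the differences were -1.60 and -2.05. Within Progenitor.2 the difference with TNF was -0.86. The untreated difference there went the other way, at 1.49, where wildtype had 2 UMIs and Tnfr2-/- had 51. Of the alternatives, the restriction to epithelial cells moved the value of 1 library most, from 9.76 to 4.17 CPM in the untreated wildtype. In mesenchymal cells the levels were 18 (16.6 to 19.5), 19.2 (17.0 to 21.6), 7.81 (4.55 to 12.5) and 13.4 (10.3 to 17.1) CPM. With TNF the epithelial level rose by a log2 difference of 1.34 in wildtype and 1.49 in Tnfr2-/-. The annotated coding transcript has 10 exons, and exon 10 (145213463 to 145216100) holds the 3' end that such libraries tag. The part deleted in this allele was not given in the sources used here, so a 3' tag outside it checks neither the loss of the receptor nor the labels.

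Epithelial and mesenchymal cells shared the cultures in unequal proportions. Mesenchymal cells made up 55.2% (53.3 to 57.2), 20.8% (18.8 to 23), 8.06% (6.53 to 9.81) and 12.4% (10.4 to 14.7) of the cells. Tnfr2-/- minus wildtype, this was a difference of -47.2 points untreated and -8.38 points with TNF. The alternative that moved these shares most kept cells with at least 2000 UMIs and gave 22.8% in the TNF-treated wildtype and a genotype difference of -10.4 points with TNF. The untreated wildtype mesenchyme was mostly of the class named after Ifitm1 (892 of 1430 cells, 62.4%), which had 0 cells in the TNF-treated wildtype, 1 cell in untreated Tnfr2-/- and 0 cells in TNF-treated Tnfr2-/-. The class named after Ptges held 2.38%, 99.3%, 41.1% and 100% of the mesenchymal cells. Across the libraries, 4172 of 6155 cells (67.8%) were epithelial and 35 had no class.

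The 3 progenitor classes together held 703 of 1128 (62.3%; 59.4 to 65.2), 756 of 1163 (65.0%; 62.2 to 67.7), 931 of 1023 (91.0%; 89.1 to 92.7) and 822 of 858 (95.8%; 94.2 to 97.0) epithelial cells. The share was higher in Tnfr2-/- by 28.7 points untreated and by 30.8 points with TNF, beyond the counting intervals. With TNF it was higher by 2.68 points in wildtype, where the intervals overlapped, and by 4.80 points in Tnfr2-/-, where they did not. The choice of clusters moved these values most: with new clusters at resolution 0.5, an alternative chosen after the data were examined, the genotype difference with TNF was 0.836 points. Different classes made up the progenitors of each library. Progenitor.1 held 48.4% (45.5 to 51.4), 28.8% (26.2 to 31.5), 63.2% (60.2 to 66.2) and 11.1% (9.05 to 13.4) of the epithelial cells, and Progenitor.2 held 5.5% (4.24 to 6.99), 23.5% (21.1 to 26.0), 22.8% (20.2 to 25.5) and 83.4% (80.8 to 85.9). Progenitor.3 held 8.42%, 12.7%, 4.99% and 1.28%. Among the 10 leading genes of Progenitor.1 were 4 of the fixed progenitor and cycle markers (Birc5, Mki67, Top2a, Ube2c), and among those of Progenitor.2 there were 0 fixed markers of any type (its leading genes included Ctla2a, Crct1, Prl2c3 and Aldh1a3). Progenitor.3 cells had a median of 8040 UMIs.

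**Figure D1:**
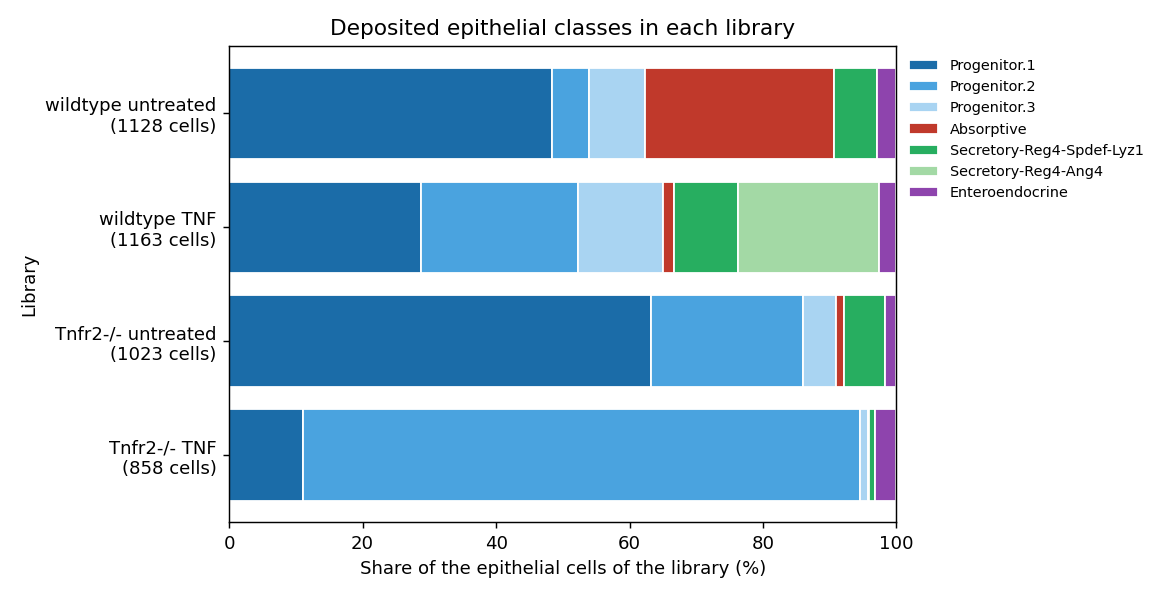
Share of each deposited epithelial class among the epithelial cells of each library, in percent, 1 bar per library. The 3 progenitor classes (blue) add up to 62.3%, 65.0%, 91.0% and 95.8% from top to bottom, and Progenitor.2 makes up 83.4% of the TNF-treated Tnfr2-/- cells.

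The remaining epithelial cells differed in kind. Absorptive cells were 28.3% (25.7 to 31.0) of the untreated wildtype cells, 1.63% (0.986 to 2.54) with TNF, and 1.08% (0.538 to 1.92) and 0.117% (0.00295 to 0.648) in Tnfr2-/-. The secretory class named after Reg4, Spdef and Lyz1 held 6.47%, 9.54%, 6.16% and 0.932%, and enteroendocrine cells held 2.93%, 2.67%, 1.76% and 3.15%. The secretory class named after Reg4 and Ang4 held 246 cells, all in the TNF-treated wildtype (21.2%; 18.8 to 23.6). The other libraries had 0 such cells, which allows shares of up to 0.266%, 0.293% and 0.350% in the untreated wildtype, untreated Tnfr2-/- and TNF-treated Tnfr2-/- libraries. With 1 library per group, a cluster mostly of 1 library may be that library, not a type. The cells of this class had a median of 1957.5 UMIs, and their leading genes included the mesenchymal genes Vim, Grem1, Il1rl1 and Mmp3 beside Ang4 and Clps.

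Genes that the study named were read in progenitor cells: Ly6a (ENSMUSG00000075602), Ly6d (ENSMUSG00000034634), Clu (ENSMUSG00000022037), Lgr5 (ENSMUSG00000020140) and Tgfb1 (ENSMUSG00000002603). Summed over all progenitors, Ly6a was at 1362 (1349 to 1375), 1777 (1763 to 1791), 1597 (1586 to 1609) and 2360 (2345 to 2375) CPM, a genotype difference of 0.23 and 0.41 log2. Over all epithelial cells it was at 1609, 1631, 1523 and 2316 CPM, a difference of -0.08 untreated (0.02 as the mean over cells) and 0.51 with TNF (-0.36 with clusters weighted equally). Progenitor.2 had more Ly6a than Progenitor.1 in every library, and within both clusters the sign of the genotype difference changed. Within Progenitor.1, Ly6a was at 1219 (1206 to 1232), 816 (803 to 829), 968 (958 to 978) and 593 (572 to 614) CPM, with differences of -0.33 and -0.46. Within Progenitor.2 it was at 4621 (4519 to 4725), 3336 (3305 to 3368), 4005 (3966 to 4044) and 2635 (2618 to 2653) CPM, with differences of -0.21 and -0.34. The untreated wildtype value rests on 62 cells with a median mitochondrial share of 9.70%, against 4.32%, 4.21% and 6.14% in the other libraries. These 62 cells enter every untreated difference within Progenitor.2 and every value with equal weights that uses the untreated wildtype. Equal weights for both clusters, the alternative set beforehand that moved Ly6a most, gave -0.23 and -0.36. In both clusters Ly6a was also lower with TNF, by log2 differences between -0.47 and -0.71, whereas the pooled sums rose by 0.38 in wildtype and 0.56 in Tnfr2-/-.

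Ly6d was higher in Tnfr2-/- in the pooled progenitors (116, 342, 483 and 906 CPM; 2.05 and 1.40 log2), within Progenitor.1 (1.54 and 1.15) and within Progenitor.2 (1.01 and 0.33). Clu was higher in the pooled sums (541, 494, 849 and 1587 CPM; 0.65 and 1.68) and within Progenitor.2 (0.77 and 0.72) but lower within Progenitor.1 (-0.68 and -0.24), where the untreated share of cells with a UMI went the other way. After thinning, 33.2% (29.2 to 37.3) of wildtype and 45.8% (41.9 to 49.7) of Tnfr2-/- Progenitor.1 cells had a UMI of Clu untreated (unthinned 54.4% and 79.4%), and with TNF the intervals overlapped (21.4 to 31.0 and 8.39 to 23.7). Lgr5 was higher in the pooled sums (38.9, 40.1, 58.0 and 50.2 CPM; 0.56 and 0.32) and within Progenitor.1 (42.7, 65.9, 68.0 and 121 CPM). Within Progenitor.2 its levels with TNF were 5.83 (4.58 to 7.32) and 39.5 (37.4 to 41.7) CPM, and untreated it had 0 UMIs in wildtype against 22.4 (19.6 to 25.5) CPM in Tnfr2-/-. Tgfb1 was at 11.8 (10.6 to 13) and 15.2 (14.1 to 16.3) CPM untreated. With TNF it was at 25.9 (24.2 to 27.7) and 25.9 (24.3 to 27.5) CPM, where the intervals overlapped. Its genotype differences within Progenitor.1 were 0.07 untreated and -0.29 with TNF, and the intervals overlapped in both pairs. Within Progenitor.2 the difference was -0.02 untreated, where they overlapped, and -0.29 with TNF (33.5, 30.4 to 36.8, against 27.2, 25.5 to 29.0 CPM), where they did not.

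**Figure D2:**
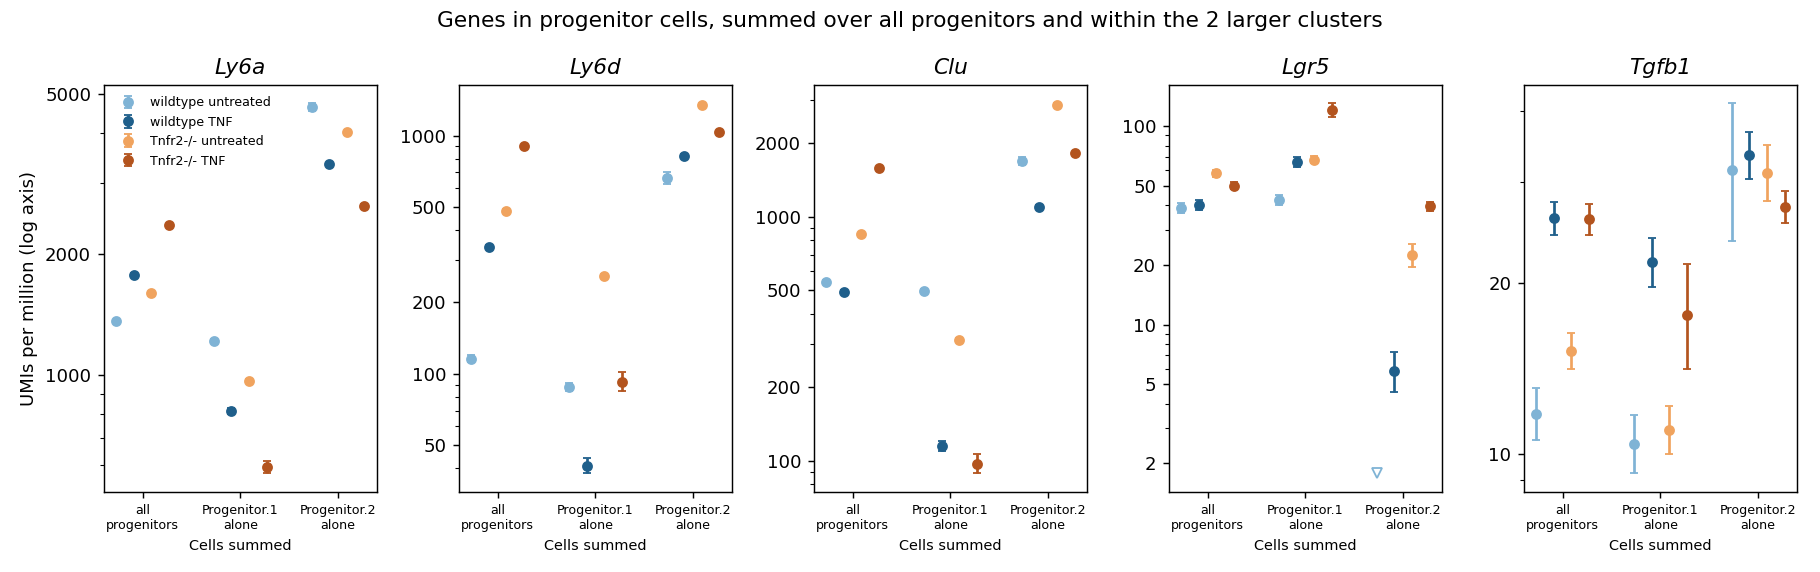
Level of 5 genes in CPM of the total of the same cells (log axis), summed over all progenitor cells, Progenitor.1 alone and Progenitor.2 alone, 1 point per library with its exact Poisson interval at 95%; the open triangle is the limit for 0 counts. Ly6a is higher in Tnfr2-/- in the pooled sums (1362 against 1597 CPM untreated) and lower within Progenitor.1 (1219 against 968) and Progenitor.2 (4621 against 4005).

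After thinning to 5000 UMIs per cell, 65.3%, 86.1%, 76.5% and 89.8% of progenitor cells had a UMI of Ly6a, against 31.6%, 20.8%, 32.6% and 15.8% of mesenchymal cells. Without thinning the progenitor shares were 86.3%, 96.2%, 90.9% and 96.4%, and the mesenchymal shares were 54.3%, 63.1%, 51.1% and 49.2%. The median depths without thinning were 37235, 37146.5, 42062 and 38018.5 UMIs in progenitor cells and 22642.5, 48633, 24549 and 37644.5 in mesenchymal cells. Within Progenitor.1 the thinned Ly6a shares were 64.3%, 79.1%, 71.7% and 69.1% (unthinned 89.9%, 99.1%, 91.7% and 89.5%; median depths 43626, 44064, 46629 and 42680). Within Progenitor.2 they were 92.9%, 99.6%, 95.6% and 93.0% (unthinned 96.8%, 100%, 97.9% and 98.0%; median depths 15574.5, 39167, 33685 and 37713.5). In wildtype Progenitor.1 the thinned share was higher with TNF (74.4 to 83.3 against 60.1 to 68.3), while the sum was lower. Between the untreated genotypes the intervals of the thinned shares overlapped in Progenitor.1 (60.1 to 68.3 and 68.1 to 75.2) and in Progenitor.2 (82.7 to 98.0 and 92.0 to 97.8). Thinned shares for Ly6d were 13.1%, 28.3%, 32.9% and 54.6% in progenitors and at most 6.67% in mesenchyme. For Clu they were 30.4%, 26.4%, 49.8% and 47.4% in progenitors, against 8.47%, 4.70%, 27.9% and 17.5% in mesenchyme. For Lgr5 they were 17.6%, 16.0%, 22.1% and 17.8%, against at most 0.833%. For Tgfb1 they were 6.32%, 12.1%, 5.45% and 12.0%, below the mesenchymal 28.9%, 38.6%, 31.4% and 37.5%. Mesenchymal cells had 73.5, 104, 102 and 102 CPM of Tgfb1 themselves, so their share is no background for this gene. They also had 174, 82.4, 112 and 167 CPM of Ly6a and 28.2, 5.78, 95.1 and 165 CPM of Clu, against 51.6, 22.2, 24.8 and 234 CPM of Krt8, so their shares are no clean background for Ly6a and Clu either. Unthinned progenitor shares were 32.6%, 50.4%, 57.5% and 75.1% for Ly6d, 47.5%, 52.8%, 77.8% and 75.4% for Clu, 39.1%, 34.1%, 57.8% and 44.5% for Lgr5, and 30.2%, 48.7%, 36.6% and 49.0% for Tgfb1.

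The genotype comparison of epithelial sums covered 5663 genes. In both pairs 64 genes were at least 2-fold higher and 80 at least 2-fold lower in Tnfr2-/-. If the pairs were independent, the single-pair counts (124 higher and 175 lower untreated, 198 and 354 with TNF) would give 4.34 and 10.9. Across genes the differences of the pairs had a Pearson correlation of 0.54, where genes are not independent replicates. Without the expression minimum, the alternative that moved the counts most, 204 genes were higher and 261 lower. The median difference of all tested genes was 0.10 untreated and -0.12 with TNF, and under TMM factors it was -0.00458 and 0.0388. The 5 largest rises were S100a8, S100a9, Crct1, Krt16 and Prl2c2. S100a8 (ENSMUSG00000056054) was at 0.159 (0.0686 to 0.313), 1.67 (1.3 to 2.11), 72.3 (70.0 to 74.7) and 217 (213 to 222) CPM. S100a9 (ENSMUSG00000056071) had 0 and 2 UMIs in the wildtype libraries, against 23.8 (22.5 to 25.2) and 126 (123 to 130) CPM in Tnfr2-/-. Crct1 had log2 differences of 3.83 and 5.39, Krt16 of 3.45 and 3.73, and Prl2c2 of 3.05 and 3.95. Prl2c2 has close paralogs to which its UMIs might belong in part. The 5 largest falls were Xist, Tstd1, Chp2, Zg16 and Klk1. Tstd1 (ENSMUSG00000103711) was at 149 (146 to 153), 112 (109 to 116), 3.65 (3.15 to 4.22) and 1.73 (1.35 to 2.20) CPM. Chp2 had differences of -4.53 and -3.68, Zg16 of -3.30 and -4.21, and Klk1 of -3.03 and -3.42.

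Xist (ENSMUSG00000086503), which marks an inactive X chromosome, was at 558, 683, 0.158 and 0.101 CPM in epithelial cells, a difference of -8.91 and -9.28 log2. Ddx3y, Eif2s3y, Kdm5d and Uty together were at 5.32, 29.4, 0.0790 and 0.151 CPM. In the wildtype epithelium 87.1% and 64.1% of cells had Xist alone and 2.93% and 11.8% had Y-linked transcripts alone. In the Tnfr2-/- epithelium 98.9% and 99.0% had neither. In the mesenchyme, 98.9% and 96.7% of wildtype cells had Xist alone, and 85.6% and 93.4% of Tnfr2-/- cells had Y-linked transcripts alone. Sex-linked transcripts therefore differed with genotype in the mesenchyme as well.

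Medians by chromosome were taken after the gene values were seen. Relative to all genes, epithelial genes of chromosome 19 were higher in Tnfr2-/- by a median of 0.43 log2 in both pairs (231 genes), and those of chromosome 2 by 0.21 and 0.23 (442 genes). The medians of the other autosomes lay between -0.10 and 0.01. Chromosome 19 genes were higher by 0.41 and 0.51 within Progenitor.1 and by 0.42 and 0.47 within Progenitor.2, but by 0.04 and 0.01 in the Ptges class of mesenchyme. The untreated Ptges value compared 34 wildtype cells (median 5755 UMIs, 16.7% mitochondrial) with 37 Tnfr2-/- cells. It is imprecise, as the medians of the autosomes other than 2 and 19 lay between -0.19 and 0.10 there. On chromosome 2 the medians of 10 Mb windows were raised toward both ends, whereas those from 90 to 140 Mb were at most 0.01 untreated and at most 0.17 with TNF. In single Progenitor.1 cells with at least 10000 UMIs, the median share of UMIs from chromosome 19 was 3.64%, 3.60%, 5.25% and 5.32%.

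**Figure D3:**
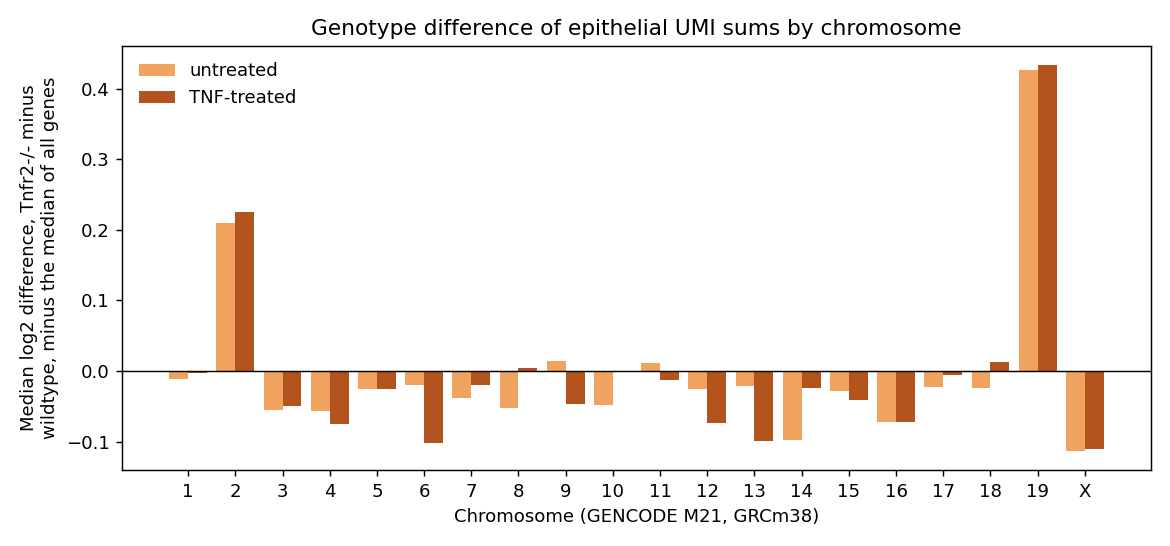
Median log2 difference of epithelial UMI sums, Tnfr2-/- minus wildtype, of the genes of each chromosome minus the median of all genes, 1 bar for the untreated and 1 for the TNF-treated pair. Chromosome 19 is at 0.43 in both pairs and chromosome 2 at 0.21 and 0.23; the other autosomes lie between -0.10 and 0.01.

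**Figure D4:**
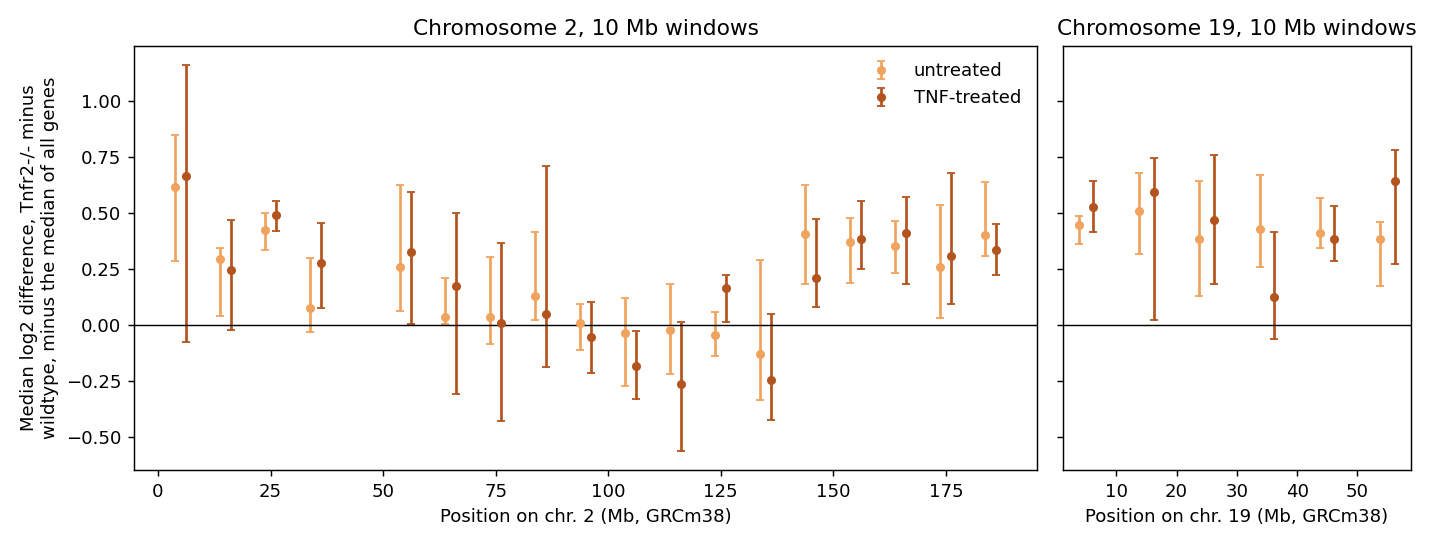
The same difference in windows of 10 Mb with at least 10 genes along chromosomes 2 and 19; points are medians and bars are 95% intervals from resampling the genes of a window. On chromosome 2 the windows from 90 to 140 Mb lie at or below 0.01 untreated and at or below 0.17 with TNF, and on chromosome 19 the lowest window is at 0.13 with TNF.

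The TNF comparison covered 5545 genes. In both genotypes 51 genes were at least 2-fold higher and 4 at least 2-fold lower with TNF, where independence would give 5.41 and 2.31 from single-pair counts of 123 higher and 30 lower in wildtype and 244 and 427 in Tnfr2-/-. The pairs correlated at 0.43 across genes. With clusters weighted equally the counts were 18 higher and 25 lower, the alternative that changed their balance most. The median of all genes was 0.04 in wildtype and -0.14 in Tnfr2-/-, and under TMM factors -0.06 and 0.02. The 5 largest rises were Nos2 (1.63, 139, 34.0 and 260 CPM; log2 differences 5.73 in wildtype and 2.90 in Tnfr2-/-), Cck (3.09 and 2.33), Aldh1a3 (2.17 and 2.96), Slc4a4 (2.22 and 2.14) and Basp1 (2.21 and 2.04). With clusters weighted equally Aldh1a3 fell with TNF in wildtype (-0.88). Cck was higher in mesenchymal than in epithelial cells (265, 2246, 389 and 1250 CPM against 8.58, 80.6, 8.31 and 45.8). The falls were Spp1 (-2.02 and -1.27), Isg15 (-1.04 and -1.57), Cxcl10 (-1.03 and -2.67), Nudt19 (-1.01 and -1.25) and, just under the 2-fold limit in Tnfr2-/-, Hpgd (-2.25 and -0.98).

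The other fixed genes were read in epithelial cells. Tnf was at 12.5 (11.5 to 13.5), 59.6 (57.2 to 62.0), 40.9 (39.2 to 42.8) and 71.7 (69.1 to 74.4) CPM, and at 0.603, 1.36, 3.22 and 6.08 in mesenchymal cells. Tnfrsf1a was at 30.9, 30.1, 33.9 and 31.4 CPM, and its small TNF difference in Tnfr2-/- (-0.11) changed sign under TMM factors (0.05). With TNF, Nfkbia rose by 0.86 in wildtype and 0.99 in Tnfr2-/-, Tnfaip3 by 1.28 and 1.54, and Birc3 by 1.34 and 0.87. Cxcl1 was at 28.5, 54.5, 6.54 and 6.96 CPM and Ccl20 at 13, 119, 42.2 and 74.8. Muc2 was lower in Tnfr2-/- (137, 415, 29.8 and 24.9 CPM), as were Reg4 (186, 213, 112 and 32.3) and Car2 (766, 1080, 442 and 436). With clusters weighted equally, which left out the secretory classes, the genotype difference of Reg4 in the TNF pair was 0.90. Mki67 (ENSMUSG00000031004) was at 103, 125, 147 and 35.9 CPM in epithelial cells and at 174, 225, 200 and 225 within Progenitor.1. Myc was at 28.1, 27.3, 41.8 and 36.4 CPM. Epcam was at 2933, 3162, 2053 and 2485 CPM and Krt8 at 4702, 4087, 3427 and 4285. The mesenchymal genes had few epithelial UMIs, with 4, 6, 0 and 0 of Acta2 and 8, 16, 3 and 5 of Pdgfra, against 88.1, 45.8, 29.9 and 13.4 CPM and 187, 153, 149 and 88.2 CPM in mesenchymal cells.

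The TNF difference in Tnfr2-/- exceeded that in wildtype most for Gcg, Saa1 and Fxyd4 and was smallest relative to it for Ccl2, Ang4 and Ifitm3. Gcg was at 73.3, 8.46, 9.75 and 30.9 CPM, Saa1 at 875, 234, 91.9 and 327, and Fxyd4 at 78.7, 24.9, 8.10 and 27.3. Ccl2 was at 0.834, 24.1, 36.5 and 21.1 CPM, Ang4 at 62.4, 901, 79.6 and 48.8, and Ifitm3 at 87.5, 155, 223 and 25.6. These genes were selected for that difference, which was not tested.

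Gene lists were compared over 9399 genes. The fetal intestine list (229 of 317 genes tested) had median genotype differences of 0.38 and 0.42, both at percentile 100 of matched random lists, and TNF differences of 0.14 (percentile 99.98) in wildtype and 0.29 (100) in Tnfr2-/-. Within single clusters, alternatives chosen after the data were examined that moved the lists most, its genotype medians were 0.15 (percentile 99.8) and -0.06 (9.71) in Progenitor.1 and 0.05 (28.3) and 0.07 (99.9) in Progenitor.2, and its TNF medians were -0.24 in wildtype and -0.23 in Tnfr2-/- in Progenitor.2. The list of TNF and NF-kB targets (31 genes) had medians of 0.78 and 0.28 for genotype and 0.93 and 0.41 for TNF, all above percentile 99.9. The YAP targets (19 genes) had 0.52 and 0.84 for genotype and 0.24 and 0.85 for TNF. Interferon targets (33 genes) had 0.98 and 0.28 for genotype and -0.17 and -1.07 for TNF. Proliferation genes (40) had 0.52 and -1.29 for genotype and -0.06 and -1.87 for TNF. Dissociation stress genes (20) had 0.07 (percentile 68.0) and -0.25 (18.2) for genotype and 0.39 and -0.04 (74.9) for TNF.

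Among the cell type lists given by the study, the absorptive list had genotype medians of -1.89 and -0.02 (percentile 90.8) and TNF medians of -0.48 and 0.78. The goblet list had 0.22 (percentile 87.6) and -1.03 for genotype and 1.12 and 0.19 (95.2) for TNF. The deep secretory list had -0.21 and -1.40 for genotype and 0.75 and -0.23 (percentile 16.9) for TNF, and the enteroendocrine list -0.37 and -0.72, and 0.71 and 0.15 (97.2). The lists of progenitor types 1, 2 and 3 had genotype medians of 0.36 and -1.34, -0.50 and -1.01, and -1.07 and -0.65. Their TNF medians were -0.02 (percentile 15.7) and -1.74, 0.24 and -0.54, and -0.30 and 0.21. The tuft list had 0 tested genes and the sex list 1, so neither gave a value.

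Among the modules from the bulk RNA-seq of the study, the early wildtype module had genotype medians of 0.31 and -0.49 and TNF medians of -0.07 and -0.89. The late wildtype module had -0.07 and -0.13 (percentile 43.2) for genotype and 0.24 and 0.26 for TNF. The module higher in knockout had 0.34 and 0.40 for genotype and 0.30 and 0.60 for TNF, and the module rising in knockout had 0.37 and 0.54, and 0.38 and 0.69. The module higher in wildtype had 0.16 (percentile 72.2) and -0.61 for genotype and -0.02 (12.0) and -0.49 for TNF. Medians without a percentile here lay outside the central 95% of random lists. Over all epithelial cells, the lists moved by the genotype in one direction in both pairs and outside the random range were fetal intestine, TNF and NF-kB targets, YAP targets, interferon targets and both knockout modules (higher) and the deep secretory, enteroendocrine and progenitor 2 and 3 lists (lower). Of these, only the progenitor 3 list did so within both Progenitor.1 (-0.55 and -0.64) and Progenitor.2 (-0.55 and -0.98). The absorptive list, which was not among these, was lower in both pairs within Progenitor.1 (-0.52 and -0.24) and Progenitor.2 (-1.16 and -0.98). The module higher in knockout had -0.01 (percentile 12.8) and -0.04 (49.0) within Progenitor.1, and -0.02 (19.3) and -0.03 (50.9) within Progenitor.2. The module rising in knockout had 0.22 and -0.07 (percentile 18.3) within Progenitor.1, and 0.24 and 0.16 within Progenitor.2.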

Values the study reported

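The published account of this series counted 4,172 epithelial cells (68%) among a total of 6,155. It put progenitor-like cells at about 60% for wildtype and about 90% for Tnfr2-/-, which a figure legend words as a share of the recovered cells.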

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

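Of the tests in this part, those of free RNA and of damage in the secretory class named after Reg4 and Ang4 were chosen after the result was seen, and the test of Mki67 within Progenitor.1 was set before. The genes Gcg, Saa1, Fxyd4, Ccl2, Ang4 and Ifitm3 were selected for a difference between the TNF effects of the genotypes, so opposite values are what the selection returns. None of the differences between pairs below was tested, since each rests on 4 single cultures.

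The mesenchymal share rose by 4.39 points with TNF in Tnfr2-/- and changed by -34.4 points in wildtype. The untreated wildtype culture held 1430 mesenchymal cells and the other cultures 306, 90 and 122. No biological explanation was tested, and a single culture per group leaves the difference between cultures open.

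Mki67 had a TNF difference of -2.01 in Tnfr2-/- against 0.27 in wildtype epithelial cells, and a genotype difference of -1.77 with TNF against 0.51 untreated. A candidate explanation is the share of the progenitor clusters, since the TNF difference within Progenitor.1 was 0.17 in Tnfr2-/- and 0.37 in wildtype. Progenitor.1 held 11.1% of the TNF-treated Tnfr2-/- epithelial cells against 63.2% of the untreated ones, and Mki67 was at 7.82 CPM in Progenitor.2 of the TNF-treated Tnfr2-/- culture.

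Over all epithelial cells, secretory genes parted between the genotypes. Muc2 had a TNF difference of -0.25 in Tnfr2-/- against 1.60 in wildtype, and Reg4 of -1.76 against 0.20. Ang4 had TNF differences of -0.69 in Tnfr2-/- and 3.83 in wildtype, and genotype differences of -4.18 with TNF and 0.35 untreated. With Progenitor.1 and Progenitor.2 weighted equally, the TNF differences in Tnfr2-/- became 2.39 for Muc2, 1.1 for Reg4 and 2.20 for Ang4. That of Reg4 in wildtype became -0.68. The falls in Tnfr2-/- were thus not seen in these clusters, which leave out the secretory classes and so cannot test a loss of secretory cells. The class named after Reg4, Spdef and Lyz1 held 6.16% of the epithelial cells in untreated Tnfr2-/- and 0.932% with TNF. How much of the falls this accounts for was not tested. The class named after Reg4 and Ang4, found in the TNF-treated wildtype culture alone, may be in part droplets with free RNA of other cells. Its mesenchymal markers summed to 948 CPM, where the highest other epithelial class of that library had 70.1. Ang4, however, was at 11505 CPM in this class, against 4498 CPM in the class named after Reg4, Spdef and Lyz1. Free RNA of the other classes alone would not give a level above theirs. The median mitochondrial share in these cells was 3.75%, within the range of the other epithelial classes of that library (0.914% to 4.39%), so damage stays open as well. This class held 509597 of the 41354595 epithelial UMIs of its library. How much it adds to the epithelial sums of Muc2 and Reg4 was not tested.

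Chemokine genes parted as well. Ccl20 had a genotype difference of -0.67 with TNF against 1.63 untreated, and Cxcl10 of -1.28 against 0.37. Ccl2 had TNF differences of -0.76 in Tnfr2-/- and 3.77 in wildtype, and genotype differences of -0.18 with TNF and 4.35 untreated. Its mesenchymal levels were 761, 9886, 1799 and 2555 CPM, far above the epithelial ones. The cause was not tested.

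Ifitm3, among the leading genes of Progenitor.1, had TNF differences of -3.08 in Tnfr2-/- and 0.82 in wildtype, and genotype differences of -2.55 with TNF and 1.34 untreated. The cause was not tested.

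Genes of differentiated cells went the other way. Gcg had TNF differences of 1.57 in Tnfr2-/- and -2.97 in wildtype, and genotype differences of 1.75 with TNF and -2.79 untreated. Saa1 had 1.82 and -1.90 for TNF and 0.48 and -3.24 for genotype, in the same order, and Fxyd4 had 1.64 and -1.62, and 0.13 and -3.13. Hpgd had a genotype difference of 0.11 with TNF against -1.16 untreated. Saa1 was among the leading genes of the absorptive class and Gcg among those of the enteroendocrine class. Absorptive cells were 28.3% of the untreated wildtype epithelial cells and at most 1.63% elsewhere. Equal weights for Progenitor.1 and Progenitor.2 leave out the absorptive class. With these weights the genotype difference with TNF became -0.45 for Saa1, -1.10 for Fxyd4 and -0.21 for Hpgd. These genes were then lower in Tnfr2-/- with TNF, while the sign of Gcg did not change. Whether the absorptive share accounts for the TNF differences was not tested.

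The 35 cells without a class were used in values over all cells and in the new clusterings, where 1 cluster of 32 cells, 50% of them without a class, counted as epithelial. Each of them (100%) held at least 50 UMIs of epithelial and of mesenchymal markers, against 0.948% of the other cells (58 of 6120). Their median depth was 68873 UMIs against 31708, and 25 of them were called doublets.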

How the results depend on the processing

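Of the alternatives in this part, those with Progenitor.1 alone, Progenitor.2 alone, new clusters at resolution 0.5, the secretory Reg4-Ang4 class and Progenitor.3 left out, cells with Y-linked transcripts left out, and chromosomes 2, 19, X and Y left out were chosen after the results were seen. No paired analysis was possible because each group had 1 culture and the labels pair none of them. Of the comparisons of a main result with an alternative, 159 stayed within their limit, 51 moved by more than their limit, 7 reversed and 5 became weaker. Levels and shares were held to their counting intervals, counts of genes to a set factor, and lists only to their side of the random lists. The 159 thus include a count of lower genes that went from 80 to 54. They also include the untreated fetal genotype median, which went from 0.38 to 0.15 in Progenitor.1. Among the other values 1627 stayed, 1193 moved, 54 reversed, 39 became weaker and 19 stronger. The cause of a changed value was not tested unless the construction shows it.

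The counts of changed genes moved with the settings of the count. For genes higher in Tnfr2-/- in both pairs (64), a pseudocount of 10 gave 32, totals without mitochondrial and ribosomal protein genes 101, equal cluster weights 38 and no expression minimum 204. For lower genes (80), no minimum gave 261 and a pseudocount of 10 gave 54. For genes higher with TNF (51), equal weights gave 18 and no minimum 131. For genes lower with TNF (4), a pseudocount of 10 gave 0, totals without mitochondrial and ribosomal protein genes 8, equal weights 25 and no minimum 9. Of the changed genes, 44.4% were higher in Tnfr2-/- (34.2% with equal weights, but 51.3% both with totals without mitochondrial and ribosomal protein genes, 101 higher and 96 lower, and with the mean over cells, 77 higher and 73 lower), and 92.7% were higher with TNF (41.9% with equal weights). TMM factors gave 60 higher and 73 lower genes for genotype, of which 56 and 68 were shared with the main counts.

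With clusters weighted equally, the TNF differences in Tnfr2-/- became 0.19 for Mki67, 1.1 for Reg4, -0.35 for S100a8, -0.29 for Crct1 and 1.95 for Zg16. The genotype difference of Reg4 with TNF became 0.90, and the TNF difference of Aldh1a3 in wildtype -0.88. In progenitor cells Ly6a became -0.23 and -0.36 for genotype and -0.49 and -0.62 for TNF, and the TNF differences in Tnfr2-/- became -0.51 for Ly6d, -0.74 for Clu and 0.81 for Lgr5. Among differences not called 2-fold, 40 changed sign under at least 1 alternative, 34 of them under equal weights.

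In Progenitor.1 alone, Ly6a was at -0.33 and -0.46 for genotype and -0.58 and -0.71 for TNF. The TNF differences were -1.07 and -1.47 for Ly6d, and in Tnfr2-/- -1.67 for Clu and 0.82 for Lgr5, while the genotype differences of Clu were -0.68 and -0.24. The fetal list had genotype medians of 0.15 untreated and -0.0634 (percentile 9.71 of random lists) with TNF, and TNF medians of -0.0695 and -0.16. List medians without a percentile, here and for Progenitor.2, lay outside the central 95% of random lists. Genotype medians with TNF became 0.79 for the enteroendocrine list, 0.16 for progenitor list 1, 0.0571 for the early wildtype module, -0.0337 (percentile 45.0) for TNF and NF-kB targets, -0.16 for interferon targets, 0.24 for proliferation and -0.23 for YAP targets. TNF medians in Tnfr2-/- became -0.14 for the absorptive list, 0.0613 for progenitor list 1, -0.19 for progenitor list 3, 0.0971 for proliferation and -0.23 for YAP targets.

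In Progenitor.2 alone, Ly6a was at -0.21 and -0.34 for genotype and -0.47 and -0.60 for TNF. TNF differences in Tnfr2-/- were -0.38 for Ly6d, -0.66 for Clu, 0.79 for Lgr5 and -0.19 for Tgfb1, and the untreated genotype difference of Tgfb1 was -0.0171. The fetal list had genotype medians of 0.0455 (percentile 28.3) untreated and 0.0729 with TNF, and TNF medians of -0.24 and -0.23. Genotype medians became 0.96 and 1.85 for the enteroendocrine list and -0.0204 and 0.12 for the early wildtype module. With TNF they became 0.0529 (percentile 82.9) for TNF and NF-kB targets and -0.30 for interferon targets. TNF medians in wildtype became 0.19 for progenitor list 3, -0.23 for the module higher in knockout, 0.50 for proliferation and -0.52 for YAP targets. In Tnfr2-/- they became 0.0798 for progenitor list 2 and -0.0397 (percentile 87) for TNF and NF-kB targets.

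The progenitor share depended on the classes. New clusters named by markers gave 34.6%, 39.5%, 81.3% and 73.4%, an untreated genotype difference of 46.8 points and a TNF difference in Tnfr2-/- of -7.91 points. At resolution 0.5 the shares were 52.8%, 44.5%, 80.2% and 45.3%, the genotype difference with TNF was 0.836 points, and the TNF differences were -8.29 and -34.8 points. Clusters found after thinning gave 44.8%, 56.9%, 80.1% and 71.4%, genotype differences of 35.3 and 14.5 points and TNF differences of 12.2 and -8.69 points. New clusters named much of Progenitor.2 absorptive, so part of these changes comes from the names by construction. The clusters so named that were mostly Progenitor.2 (388 cells, and 709 cells at resolution 0.5) had 0 fixed absorptive markers among their 10 leading genes. The matching cluster found after thinning had 1. In each of these clusters, however, 10 fixed absorptive markers were detected. Saa1, a leading gene of the deposited absorptive class, was also among those of the cluster of 388 cells. Whether Progenitor.2 is progenitor or absorptive therefore stays open, as do the shares that rest on either name.

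Leaving out classes changed the share by construction. Without Progenitor.1 it was 27%, 50.8% and 75.5% in the first 3 libraries, with genotype differences of 48.6 and 44.4 points and TNF differences of 23.9 and 19.7 points. Without Progenitor.3 it was 58.9% and 59.9% in wildtype, with a genotype difference of 35.8 points with TNF. Without Progenitor.3 and the Reg4-Ang4 class it was 58.9% and 79.1% in wildtype, the genotype difference with TNF was 16.7 points and the TNF difference in wildtype 20.2 points. With cells of at least 2000 UMIs the TNF-treated wildtype share was 73.0%, the genotype difference with TNF 22.8 points and the TNF difference in wildtype 11 points. In all 9 alternatives the untreated genotype difference was at least 27.4 points. None of them left out Progenitor.2, which had 0 fixed markers among its leading genes. With TNF, Progenitor.1 and Progenitor.3 held 11.1% and 1.28% of the epithelial cells in Tnfr2-/-, against 28.8% and 12.7% in wildtype. The higher share with TNF therefore rests on counting Progenitor.2 as progenitor.

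Tnfrsf1b was at 4.17 and 12.1 CPM in wildtype epithelial cells alone, at 11.9 CPM in the untreated wildtype with all cells thinned, and at 4.42 and 11 CPM in thinned wildtype epithelial cells. The mesenchymal share stayed within 20.8% to 22.8% in the TNF-treated wildtype and within 54.7% to 55.6% in the untreated wildtype over its 5 alternatives.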

Other observations

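The tests chosen after the result was seen were those of composition and scaling for the chromosome medians, of chromosomes 2 and 19 among the changed genes, of composition within single clusters for rises and falls, of depth and female donors for the missing sex-linked transcripts, of Tnfr2-/- cells in the wildtype libraries (both tests), and of cluster shares for Ly6a. The others in this part were set before their result was seen, apart from readings marked below. The chromosome and sex patterns themselves were noticed in these libraries and tested on them, so what follows about them is a set of hypotheses.

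Genes of chromosome 19, and of parts of chromosome 2, were higher in Tnfr2-/- than in wildtype epithelial cells. The tables argued against several causes. Different shares of cell classes would remove the rise within a cluster, but the lowest median of chromosome 19 genes within Progenitor.1 or Progenitor.2 was 0.41 (0.19 for chromosome 2). A fit on GC content left 0.42 as the lower median. A few strong genes were not the source, since 73.6% of chromosome 19 genes lay above the median of all genes in both pairs, against 29.0% of the genes of the other autosomes. A single scaling factor per library would move all chromosomes alike, but chromosome 19 lay above the highest autosome other than chromosome 2 by at least 0.41 in both pairs. A difference present in all cells of the mice would leave no Tnfr2-/- cells at the wildtype level. Of the Progenitor.1 cells with at least 10000 UMIs sorted on genes below 30 Mb, 82 untreated and 7 TNF-treated Tnfr2-/- cells were low. Their UMI share of genes above 30 Mb was 1.46% and 1.45%, against 1.47% and 1.46% in the low wildtype cells. Read after the result was seen, this argues against such a difference for chromosome 19 in Progenitor.1. The largest chromosome 19 median in the Ptges class of mesenchyme was 0.0357, in the untreated pair with its 34 wildtype cells. The donors of the mesenchyme, however, might not be those of the epithelium.

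A candidate explanation is an extra copy of chromosome 19 in most of the sampled Tnfr2-/- epithelial cells. Progenitor.1 cells sorted on genes below 30 Mb differed in the share of genes above 30 Mb by a ratio of 1.41 and 1.42 in the untreated libraries. A whole extra copy was tested by windows: 83.3% of the 10 Mb windows (5 of 6) exceeded a median of 0.15 in both pairs, where 90% had been set as the limit, and the window from 30 to 40 Mb was at 0.43 untreated and 0.13 with TNF (-0.06 to 0.42). A whole copy and a gain of part of the chromosome cannot be told apart, because the interval of that window spans the limit. For chromosome 2 the value was 50% (9 of 18 windows), and the intervals of 5 windows lay wholly under the limit in at least 1 pair, a rule added after the windows were seen, which argues against a whole extra copy. The share of cells with over 4.5% of UMIs from chromosome 19 was 13%, 4.79%, 86.7% and 95.7% in Progenitor.1, a limit set after the histogram was seen. High cells in the wildtype libraries were not stray Tnfr2-/- cells, since 98.8% of them carried Xist, against 87.8% of the low cells. No DNA data were used here, and with 1 culture per group a gain in a culture and an effect of the genotype were not separated.

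Sex-linked transcripts differed too. Wildtype epithelial cells had Xist in some cells and Y-linked transcripts in others. Doublets or free RNA would join the transcripts in one cell, but 3.14% of the 159 cells with at least 2 Y-linked UMIs carried Xist, against 81.7% of the 2116 cells without Y-linked UMIs. Tnfr2-/- epithelial cells in the wildtype libraries could not bring Y-linked transcripts, as they had 0.11 CPM of them. For its colonic cultures the study's methods name mice of both sexes and several mice per genotype, at a younger age than the 16 weeks of these labels. The single-cell part of the methods gives neither sex nor number of donors. Mixed donors are therefore an open explanation that these data did not test.

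The Tnfr2-/- epithelium had neither transcript. Too few UMIs would not explain it, since 12441 Y-linked UMIs would be expected at the mesenchymal rate and 10 were counted. Of the Tnfr2-/- mesenchymal cells 90.6% carried a Y-linked UMI. Female donors of the epithelium with a lost inactive X, and male donors with a lost Y, cannot be told apart, because neither transcript was present and the donors of the mesenchyme might not be those of the epithelium. Loss of a sex chromosome in culture is a candidate explanation that was not tested on DNA.

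The 144 genes changed by genotype were tested against other causes. DNA of another strain around the targeted locus would place changed genes near it, but 0% lay within 10 Mb of Tnfrsf1b. RNA of mesenchymal cells in the wildtype epithelium would make the falls mesenchymal genes, but 0% of them had a mesenchymal level over 5 times the epithelial one. Chromosomes 2 and 19 held 23.4% of the rises (15 of 64) against 12.0% of the tested genes, so extra copies may account for some rises. With Progenitor.1 and Progenitor.2 weighted equally, 50% of the changed genes (72 of 144) were still changed at least 2-fold in both pairs, 26.6% of the rises (17 of 64) and 68.8% of the falls (55 of 80). These counts did not apply the expression minimum again to the equally weighted sums, and with it 17 rises and 49 falls were shared. Within single clusters both sets kept their direction in both pairs. Relative to all tested genes, the median nearest 0 was 0.61 (0.32 to 0.89 over genes) for the rises and -1.2 (-1.49 to -0.94) for the falls, both in Progenitor.1 with TNF. This argues against different shares of these clusters as the whole cause. The rises were smaller there than over all epithelial cells (1.37 untreated and 1.78 with TNF), so composition may account for part of their size. The genes were chosen on the same libraries, and differences in the kinds of cells inside a cluster were not tested.

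Sex-linked transcripts were confounded with genotype, with Xist at -8.91 and -9.28, and the donor sex of the Tnfr2-/- epithelium was not known. The sex of cells could be tested in part, with wildtype cells that carried Y-linked transcripts. Against these cells the smallest median fall was -1.17 and the smallest median rise 0.91 log2. Against wildtype cells with Xist alone they were -1.17 and 0.54. The changes thus remained against wildtype cells of either kind. This argues against the sex of cells or donors as the whole cause where compared. Untreated Progenitor.2 had fewer than 10 wildtype cells with Y-linked transcripts and was compared with Xist cells only. For the size of the changes, donor sex and genotype cannot be told apart, since no pair was matched on donor sex. In cells with a low chromosome 19 share the smallest median fall was -1.07 and the smallest median rise 0.54, which argues against that share as the cause of the falls where it was compared. Progenitor.1 with TNF had 4 such Tnfr2-/- cells, under the minimum of 10, and was not compared. The comparisons by sex and by chromosome 19 share used genes chosen for the pattern on the same libraries. They are therefore not independent tests and do not bound the size of the changes.

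Ly6a was higher in pooled Tnfr2-/- progenitors and lower within Progenitor.1 and Progenitor.2. At the untreated wildtype shares of the 3 clusters, the higher of both genotype differences was -0.31, so the shares of the clusters are a candidate explanation of the pooled rise. Whether cells move between the clusters with genotype or TNF was not tested.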
